# Identification of RNA Markers in Red Blood Cells for Doping Control in Autologous Blood Transfusion

**DOI:** 10.3390/genes13071255

**Published:** 2022-07-15

**Authors:** Takehito Sugasawa, Yasuharu Kanki, Ritsuko Komine, Koichi Watanabe, Kazuhiro Takekoshi

**Keywords:** doping, blood, autologous blood transfusion, RNA sequencing

## Abstract

The World Anti-Doping Agency (WADA) has prohibited the use of autologous blood transfusion (ABT) as a doping method by athletes. It is difficult to detect this doping method in laboratory tests, and a robust testing method has not yet been established. We conducted an animal experiment and used total RNA sequencing (RNA-Seq) to identify novel RNA markers to detect ABT doping within red blood cells (RBCs) as a pilot study before human trials. This study used whole blood samples from Wistar rats. The whole blood samples were mixed with a citrate–phosphate–dextrose solution with adenine (CPDA) and then stored in a refrigerator at 4 °C for 0 (control), 10, or 20 days. After each storage period, total RNA-Seq and bioinformatics were performed following RNA extraction and the purification of the RBCs. In the results, clear patterns of expression fluctuations were observed depending on the storage period, and it was found that there were large numbers of genes whose expression decreased in the 10- and 20-day periods compared to the control. Moreover, additional bioinformatic analysis identified three significant genes whose expression levels were drastically decreased according to the storage period. These results provide novel insights that may allow future studies to develop a testing method for ABT doping.

## 1. Introduction

Doping is the act of using prohibited substances and/or methods in sports to enhance athletic performance [1]. The World Anti-Doping Agency (WADA), which was established in 1999, is involved in scientific research on doping, anti-doping education, the development of anti-doping strategies, and the monitoring of the World Anti-Doping Code to ensure soundness and fairness in sports worldwide [2]. However, despite the WADA’s substantial efforts, doping has not been eradicated from competitive sports. The International Standard Prohibited List [3], which is stipulated in the World Anti-Doping Code 2022 [4] and published with annual revisions by the WADA, describes various formulations and methods used in doping. This list includes “autologous blood transfusion (ABT)” in “M1. MANIPULATION OF BLOOD AND BLOOD COMPONENTS.” ABT is a collection of blood from a single patient and retransfusion back to the same patient when a large amount of bleeding is expected due to surgery that is highly invasive, such as orthopedic, cardiovascular, or cerebrovascular surgery [5,6,7,8]. This is in contrast to allogenic blood transfusion, where blood from unrelated/anonymous donors is transfused to the recipient, which has many advantages for patients in need of transfusions. The advantages of ABT compared to homologous blood transfusion (HBT) are that it reduces the risk of infection and immune response, and it can be provided at a lower cost because it eliminates the expensive preparation process [5]. Therefore, it has been recognized as the safest blood transfusion method. Moreover, because the blood of the individual is returned to the same individual without artificial compounds and hormone agents, it is considered very difficult to detect proof of it being used as doping in athletes. Furthermore, there is scientific evidence that ABT increases exercise performance over a broad range of exercise intensities and durations [9,10]. For these reasons, there are still serious concerns that ABT is abused as a doping strategy by athletes. Real examples include the abuse of ABT by athletes who participate in famous cycling competitions, such as the Tour de France [11,12]. In addition, most recently, a Nordic skier who participated in the Nordic World Ski Championships was exposed and then arrested on suspicion of ABT doping by police officers in Austria [13]. It is predicted that there are many cases of ABT doping that evade blood tests. It seems that a robust method that can directly detect ABT doping has not yet been established internationally. For that reason, the WADA is currently offering a research grant for research and development toward methods for detecting ABT doping [14]. In previous studies, attempts have been made to develop a method for detecting proof of ABT using blood or urine [15,16,17,18,19,20]. However, since the marker used by that method is still in the range of detection for indirect proof, it may be preferable to develop robust and direct detection methods in the future.

We theorized that a method similar to the test for doping via HBT [21,22] would be the most rational way to detect the molecular signature of ABT in a single red blood cell (RBC). In particular, the analysis of RNA molecules in RBCs had not been reported in research in this field, and we thought it could provide new insights. Therefore, in this study, we focused on RNA molecules in rat RBCs as a pilot study. The RNAs were comprehensively analyzed in terms of the expression fluctuations that depended on the blood storage period. Since we identified candidate RNA markers in RBCs, this study may provide novel insights that allow future studies to identify ABT markers in humans.

## 2. Materials and Methods

### 2.1. Animal Experiments

Animal experiments in this study were approved by the Animal Care Committee, University of Tsukuba (approval number: 21-016). Six male 10-week-old Wistar rats were purchased from Japan SLC (Hamamatsu, Shizuoka, Japan) and then subjected to a 1-week acclimation period. The rats were bred and maintained in an air-conditioned animal house under specific-pathogen-free (SPF) conditions and subjected to a 12/12 h light and dark cycle. The rats were fed standard mouse pellets and water ad libitum during the acclimation period. At the start of the experiments, the rats were 11 weeks old, and their body weights were 261–280 g. At 11 weeks, 10 mL syringes containing 1 mL of citrate–phosphate–dextrose solution with adenine (CPDA) (Karmi CA solution; SB-KAWASUMI, Kawasaki, Kanagawa, Japan) were prepared. Next, approximately 7 mL of whole blood from the inferior vena cava of the rats was harvested under systemic inhalation anesthesia with isoflurane, followed by euthanasia by bleeding from the abdominal aorta. The harvested whole blood was dispensed into a 15 mL centrifuge tube and was mixed well, which finally became 8 mL including 12.5% CPDA. The blood samples were quickly placed on ice; then, each was aliquoted into three equal volumes in three new 15 mL tubes.

### 2.2. Storage Conditions for the Whole Blood

The whole blood samples (including CPDA) were stored for 10 or 20 days (10 d or 20 d) at 4 °C in a refrigerator. After the passage of time in each condition, the blood was subjected to the next purification step. The control condition (Cont) was also considered as non-storage and was subjected to the next purification step on the day of blood sampling. The number of samples was N = 6 as paired samples under each storage condition.

### 2.3. Purification of Red Blood Cells

Since this study targeted RBCs, it was necessary to purify them. The RBCs were purified by washing the whole blood several times as follows. Briefly, 2 mL of the stored blood was suspended in a 2 mL micro tube, then centrifuged at 1000× *g* and 4 °C. Next, plasma and buffy coat layers were removed. Then, the blood was resuspended using 1 mL of PBS. Centrifugation was performed again under the same conditions to remove the supernatant containing the diluted plasma and buffy coat before the washing step. This washing step was repeated 4 more times; in total, washing was performed 5 times. An overview of the purification method for RBCs is shown in Figure 1. After purification, the RBCs were subjected to a further preparation step. As a supplementary experiment, the degree of purification for RBCs obtained by this method was measured using quantitative real-time PCR (qPCR) assay on the normal whole blood (including the CPDA) of the 5 rats. See Section 2.5.

### 2.4. RNA Extraction and cDNA Synthesis

RNA extraction for all samples was performed using 200 μL of the purified RBC with RNAiso Blood (Cat#9112, Takara Bio, Kusatsu, Shiga, Japan), according to the manufacturer’s instructions. The extracted total RNA solution in Milli-Q water (30 μL) was diluted and adjusted to a concentration of 100 ng/uL. The RNAs were pooled within each time point, and the degree of degradation was confirmed using an Agilent RNA 6000 Nano Kit (Cat# 5067-1511; Agilent Technologies, Santa Clara, CA, USA) on a Bioanalyzer (Agilent Technologies). Next, 500 ng of RNA was used to make cDNAs with the PrimeScript RT Master Mix (Cat#RR036A, Takara Bio), according to the manufacturer’s instructions. The cDNAs, as templates, were diluted at ×10 using Milli-Q water and subjected to qPCR assay based on SYBR Green dye. The extracted total RNA was also subjected to total RNA sequencing (RNA-Seq).

### 2.5. qPCR Assay

To confirm the purification level of the RBCs, the gene expression of *Ptprc* (CD45) was measured using qPCR as preliminary verification (Supplementary Figure S1). In addition, expression of the candidate RNA markers found by the total RNA-Seq, which is described later, was also measured by qPCR to confirm accuracy for the RNA-Seq results. All samples (N = 6 for each condition) were subjected to qPCR assay. The primer sequences used in this assay are shown in Supplementary Table S1. The preparation and quantification methods were as follows. First, the reaction plate was prepared as follows: 2 μL of template cDNA, 0.1 µL of a 10 µM primer solution (forward and reverse each), 5 µL of master mix (KAPA SYBR FAST qPCR kits, Cat# KK4620; NIPPON Genetics, Bunkyo, Tokyo, Japan), and 2.8 µL of Milli-Q water were included for a total reaction volume of 10 μL per well on a qPCR plate. Negative control wells were also prepared using Milli-Q water in the assays instead of a template. Then, amplified reactions were performed on a QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA) in thermal cycle conditions as follows: one cycle of 95 °C for 5 min, followed by 40 cycles of 95 °C for 3 s and 60 °C for 30 s, and a final stage of melting curve analysis. All qPCR assays were conducted as duplicate measurements. Subsequently, the ΔΔCt method referencing *Rpl13a* was used to calculate the relative gene expression values.

### 2.6. Total RNA-Seq

Total RNA-Seq was performed to identify the novel RNA markers, that is, fluctuated expressions dependent on the blood storage period. The method was similar to procedures in our previous study [23,24]. Preparation of the libraries and NGS run was conducted at the Department of Sports Medicine in the Organization for Open Facility Initiatives, University of Tsukuba (Tsukuba, Ibaraki, Japan). A total of 12 RNA samples, N = 4 for each condition (i.e., Cont, 10 d, and 20 d), were examined in terms of degradation using an Agilent RNA 6000 Nano Kit (Cat# 5067-1511; Agilent Technologies) on a Bioanalyzer (Agilent Technologies). After examination and after passing quality checks, all RNA samples were subjected to library preparations for the RNA-Seq. Using 500 ng of the total RNA from each sample, libraries were created using the NEBNext Ultra II RNA Library Prep Kit for Illumina and the NEBNext rRNA Depletion Kit (Cat# E7770 and E6310; New England Biolabs, Ipswich, MA, USA), according to the manufacturer’s instructions; the final PCR cycle was number 12. Concentration and size distributions of the libraries were measured using an Agilent DNA 7500 kit (Cat# 5067-1506; Agilent Technologies) with a Bioanalyzer. All samples were subjected to analyses on NGS equipment. The libraries were pooled, and the concentrations adjusted to 1 nM. The pooled libraries were subjected to denaturation and neutralization. Subsequently, the libraries were diluted to 1.8 pM and then used for an NGS run using NextSeq 500/550 v2.5 (75 cycles) kits (Cat#20024906; Illumina, San Diego, CA, USA) in a NextSeq 500 System (Illumina). The sequencing was performed with paired-end reads of 36 bases. After the sequencing run, FASTQ files were exported, and the basic information of the NGS run data was checked by CLC Genomics Workbench 22.0 software (QIAGEN, Venlo, Limburg, The Netherlands). In the quality assessment of the reads, a PHRED score over 20 was confirmed for 99.53% of all reads, indicating the success of the run. The read number was approximately 71.9 million to 92.2 million per sample as paired-end reads.

### 2.7. Bioinfomatic Analysis

Bioinformatic analysis was performed to understand the expression profile and to identify novel RNA markers. The FASTQ files were mapped to the rat reference genome (mRatBN7.2) with an annotation file (mRatBN7.2.105) using the tool, “RNA-Seq analysis,” in CLC software. Then, expression values of all genes were obtained as CPM (counts per million) and TPM (transcripts per kilobase million). Statistical differential expression analysis was conducted using the tool, “Differential Expression for RNA-Seq,” as an ANOVA-like test based on the likelihood ratio test in CLC software. The expression values and results of the statistical tests are shown in Supplementary Table S2. Differentially expressed genes (DEGs) were considered with a false discovery rate (FDR) < 0.0001 on the ANOVA-like test in CLC software. The heat map, including clustering analysis (the setting was Distance measured = Euclidean distance; Linkage criteria = Average linkage), was created using the DEGs in CLC software. A principal component analysis (PCA) plot was also created with CLC software using expression values for all genes. A cluster dendrogram with Ward’s minimum variance method was also created through R software (version 4.1.1) using expression values for all genes. Box plot and plot graphs were created using GraphPad Prism software (version 9.3.1; GraphPad, San Diego, CA, USA). Z-scores calculated from Log_10_ (CPM+1) were used to create the box plot and perform statistical analysis. The scatter plot was created using averaged TPM values + 1 on Excel software (Office 2019; Microsoft, Redmond, WA, USA). A bar graph was also created with Excel software. A Venn diagram was created with the web tool, “Venny version 2.1” [25].

### 2.8. Statistical Analysis

Statistical analysis for data, excluding data tested by CLC software, was performed using GraphPad Prism software (version 9.3.1). The normality of the distributions was evaluated with the Shapiro–Wilk normality test. Subsequently, nonparametric tests were used for the box plot data (non-normal distribution), to which was applied Kruskal–Wallis H tests (one-way ANOVA of ranks), followed by a two-stage Benjamini, Krieger, and Yekutieli FDR procedure as a post hoc test. Parametric tests were used for the plot graph data (normal distribution), to which was applied one-way ANOVA (repeated measures) with Greenhouse–Geisser correction followed by a Tukey’s multiple-comparison post hoc test. A *p*-value less than 0.05 was considered to indicate statistical significance.

## 3. Results

### 3.1. There Are Some Changes in the Electrophoretic Patterns of RNA from RBCs

Even though the electrophoresis gel images of RNAs extracted after each storage condition were approximately same, the 28 s ribosomal RNA (rRNA) band for the 20 d sample was attenuated compared to the Cont and 10 d samples (Figure 2A). Similarly, the peak signal of the 28 s rRNA was lower than for other conditions in the histogram (Figure 2B). From these results, it can be considered that no storage condition caused severe degradation of RNAs, which would have led to smeared bands. There were also sufficient amounts of RNAs extracted from the RBCs (average μg ± SD: 8.03 ± 1.44). Therefore, it was determined that these RNAs could be subjected to the total RNA-Seq.

### 3.2. Total RNA-Seq Revealed Differential Profiles for Each Storage Condition

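Globin transcripts made up most of the counts at each storage period, and fewer genes were detected in 20 d than in Cont. RBCs were purified from rat blood kept with CPDA at 4 °C for 0 d (Cont), 10 d or 20 d, and the rRNA-depleted RNA of 4 libraries per storage condition was sequenced. The blood of each rat was divided into 3 aliquots, so that the samples of the storage conditions are paired by rat, while the tests here take the libraries as unpaired. Globin genes, which encode the chains of hemoglobin, took 81.3% ± 1.12 of the counts (SD, n = 4) in Cont, 81.2% ± 0.990 in 10 d and 81.6% ± 0.728 in 20 d. The 7SL RNAs, which belong to the signal recognition particle and whose copies may share reads, took 4.57% ± 0.441 in Cont, 4.99% ± 0.240 in 10 d and 5.89% ± 0.390 in 20 d. Transcripts of mitochondrial DNA took 0.998% ± 0.0775 in Cont, 1.18% ± 0.0257 in 10 d and 1.30% ± 0.0895 in 20 d. A count was found for 14150.5 ± 154 genes in Cont, 13948 ± 329 in 10 d and 12735 ± 121 in 20 d. The paper saw no severe degradation of RNA, but a weaker band of the larger rRNA in 20 d than in Cont and 10 d. Whether RNA quality bears on the number of genes detected or on the falls at 20 d was not tested. The total counts per library were 65735930 to 85996710 in Cont, 71414307 to 79472764 in 10 d and 67960637 to 76970267 in 20 d. Counts and TPM values were computed by the authors from reads mapped to the rat genome mRatBN7.2. Of the 29539 genes, 8382 had enough counts to be tested. Each pair of storage conditions was compared with edgeR's quasi-likelihood test on counts scaled by TMM, at a Benjamini-Hochberg adjusted p under 0.05. The 3 storage conditions were compared in 1 test at an adjusted p under 0.0001. These p-values measure the spread between libraries. Cont was purified on the day of sampling and the stored blood after its storage time. Storage therefore cannot be told apart from the day of purification. Scaling by library size alone would shift every log2 fold change against Cont by −0.35 at 10 d and by −0.39 at 20 d. Lists of marker genes of blood cells, red cell genes and stress and housekeeping pathways, 20 in number, were written before the data were examined, and each list was compared with all other genes by camera of limma. CPM values are scaled by TMM unless stated otherwise.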

Figure 3 shows the overall expression profiles of the three storage conditions. The phylogenetic tree suggested that there were differential expression patterns among the three storage conditions (Figure 3A). In particular, 20 d seemed to distinguish itself from Cont and 10 d. 

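Globin and 7SL transcripts had the highest TPM values. *Hba-a2*, which encodes an alpha chain of hemoglobin, had a mean TPM of 288558 over the 12 libraries, and *Hbb-b1*, which encodes a beta chain, had 234071. The 7SL RNAs *Rn7sl1* and *Metazoa_SRP_11* followed with 174052 and 171508. Reads of these genes may be shared with their near-identical copies. *Hba-a2* had a log2 fold change of 0.32 at 10 d (SE 0.08, adjusted p = 0.00822 from edgeR's quasi-likelihood test) and of 0.21 at 20 d (SE 0.08, adjusted p = 0.0417), and with library size alone the value at 20 d turned to −0.18. At 10 d, the shift of −0.35 that library size alone gives is larger than the rise of 0.32. When a Ward tree of all genes was built from TPM and divided into 3 clusters, replicates 1, 3 and 4 of 20 d formed a cluster of their own. Replicate 2 of 20 d was placed with Cont replicate 1 and 10 d replicate 4. The other Cont libraries were placed with the other 10 d libraries. The adjusted Rand index of the clusters against the storage conditions was 0.24, where 1 is a full match, and 6 of 12 libraries lay nearest to a library of their own condition. On log2 CPM values scaled by library size alone, which give abundant genes less weight, 11 of 12 libraries did so and the index was 0.74.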

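Neutrophil and platelet markers moved differently along the storage period, and the libraries of the 3 storage conditions took different places on the first 2 principal components. The score of the neutrophil list, which is the mean log2 CPM of its members relative to Cont, lay between −0.42 and 0.34 in the 4 Cont libraries, between −2.22 and −0.91 in 10 d and between −3.52 and −2.91 in 20 d. The platelet score lay between −0.51 and 0.49 in Cont, between 1.69 and 2.07 in 10 d and between −0.44 and 0.02 in 20 d. Principal components were taken of log2(CPM + 1) of all genes, with CPM scaled by library size alone. The first component held 23.5% of the variance and the second 10.6%. On the first component, Cont lay at −86.1 ± 49.1 (SD, n = 4), 10 d at 26.3 ± 20.8 and 20 d at 59.7 ± 13.6. On the second, Cont lay at 16.9 ± 23.6, 10 d at −57.8 ± 22.4 and 20 d at 41.0 ± 15.7. The 10 d and Cont libraries did not overlap on either component (two-sided exact permutation test, p = 0.0286 for each, the smallest p that 4 against 4 allow). The 20 d and Cont libraries were apart on the first component (exact permutation p = 0.0286) and overlapped on the second (exact permutation p = 0.114). The 20 d and 10 d libraries overlapped on the first component (exact permutation p = 0.0571) and were apart on the second (exact permutation p = 0.0286). With TPM that was not log transformed, the first component held 93.1% of the variance.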

The PCA plot shows clear separation for each storage condition, supporting results in the phylogenetic tree (Figure 3B). From the results so far, it can be inferred that there are significant differences in RNA expression among the three storage conditions. 

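Compared with Cont, transcripts of T cells, neutrophils and monocytes were lower in 10 d, and transcripts of platelets were higher. Of 12 T cell markers, 11 fell and 0 rose (12 fell when adjusted over the list alone), with a median log2 fold change of −2.23 (adjusted p = 2.66e-12 from camera, and adjusted p = 0.000989 with an estimated correlation). *Tcf7* (ENSRNOG00000005872), a transcription factor of T cells, had 374 counts in the Cont libraries together and 45 in the 10 d libraries, a log2 fold change of −2.67 (SE 0.30, n = 4 per condition, adjusted p = 1.68e-05 from edgeR's quasi-likelihood test). Of 16 neutrophil markers, 9 fell and 0 rose (9 fell when adjusted over the list alone), with a median of −1.51 (adjusted p = 6.48e-08, and adjusted p = 0.0991 with an estimated correlation). *S100a8*, which encodes a subunit of calprotectin, had a log2 fold change of −1.42 (SE 0.25, adjusted p = 0.000823 from the quasi-likelihood test). Of 9 monocyte markers, 1 of which is *Lyz2*, 6 fell and 0 rose (7 fell when adjusted over the list alone), with a median of −1.71 (adjusted p = 8.86e-05, and adjusted p = 0.156 with an estimated correlation). Of 3 NK cell markers, 2 fell (2 when adjusted over the list alone), with a median of −1.72 (adjusted p = 0.00388, and adjusted p = 0.0553 with an estimated correlation).
Of 14 platelet markers, 10 rose and 0 fell (11 rose when adjusted over the list alone), with a median log2 fold change of 2.14 (adjusted p = 6.64e-09 from camera, and adjusted p = 0.0136 with an estimated correlation). *F13a1*, which encodes a subunit of coagulation factor XIII, rose by 3.07 on the log2 scale (SE 0.52, adjusted p = 0.000571 from the quasi-likelihood test). *Pf4*, which encodes platelet factor 4 and was chosen after its values were seen, rose by 2.39 (SE 0.39, adjusted p = 0.000409). Of 15 B cell markers, 3 rose and 0 fell (6 rose when adjusted over the list alone), with a median of 0.63 (adjusted p = 0.00228, and adjusted p = 0.0923 with an estimated correlation). With library size alone 3 B cell markers rose and 0 fell, with a median of 0.27. Of 2 markers of eosinophils and basophils, *Alox15*, a lipoxygenase that reticulocytes also make, rose by 0.60 (SE 0.08, adjusted p = 5.95e-05), and with library size alone its call was lost. The list of these 2 markers did not pass (1 rose when adjusted over the list alone, adjusted p = 0.320 from camera). In all, 660 genes were higher and 475 lower in 10 d than in Cont, and library size alone gave 98 higher and 1899 lower. Without Cont replicate 2, 742 genes differed in place of 1135.

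**Figure D1:**
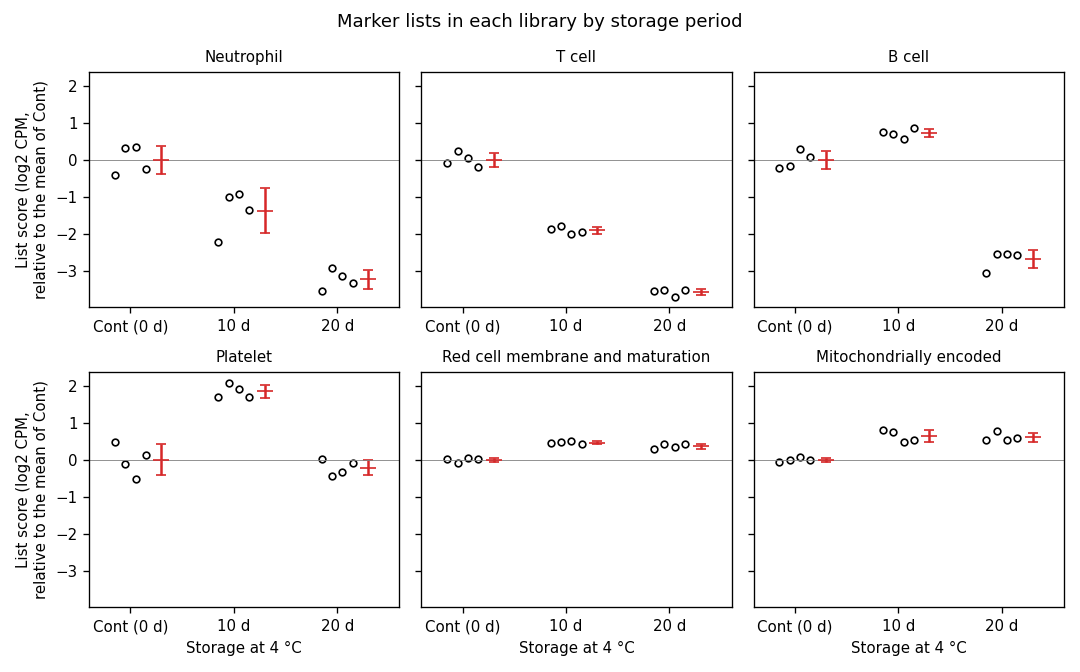
List scores (mean log2 CPM of the members, relative to the mean of Cont) of 6 marker lists in each library by storage period, with open circles for libraries and red bars for the mean and SD of the 4 libraries. T cell scores lie between −2.0 and −1.77 in 10 d and between −3.68 and −3.51 in 20 d, and B cell scores lie between 0.58 and 0.86 in 10 d and between −3.04 and −2.52 in 20 d.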

Figure 3C shows the heat map, which was filtered by FDR *p*-value < 0.0001 with an ANOVA-like test. 

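The neutrophil gene *S100a9* fell with storage and the antioxidant enzyme gene *Gpx1* was higher in stored than in fresh samples, and both were among the 514 genes that differed among Cont, 10 d and 20 d. *S100a9* (ENSRNOG00000011483, chromosome 2, 176190361 to 176193230), which encodes a subunit of calprotectin, had 23.4 ± 4.91 CPM (SD, n = 4) in Cont, 8.04 ± 3.16 in 10 d and 0.828 ± 0.292 in 20 d (adjusted p = 1.67e-08 among the 3 conditions from edgeR's quasi-likelihood test). *Gpx1* (ENSRNOG00000048812, chromosome 8, 109026905 to 109028024), which encodes a glutathione peroxidase, had 222 ± 12.2 CPM in Cont, 530 ± 37.1 in 10 d and 522 ± 28.9 in 20 d (adjusted p = 2.76e-09 from the same test). *Ighm*, the gene of the heavy chain of immunoglobulin M in B cells, had 3.10 ± 0.506 CPM in Cont, 3.35 ± 0.387 in 10 d and 0.111 ± 0.0439 in 20 d (adjusted p = 2.56e-10). Of the 514 genes, 380 had a lower and 134 a higher level in 20 d than in Cont. The likelihood ratio test of edgeR called 1293 genes at the same adjusted p, DESeq2 called 1306, without the filter on low counts 1521 were called, and with a filter of 1 CPM in at least 4 libraries 218. The number was 248 without Cont replicate 2, 293 without Cont replicate 4 and 339 without 20 d replicate 2. With the replicate number as a block 1022 genes were called, and the rat behind each replicate is not stated.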

There were significant differences in 1638 genes among the storage conditions, as shown on the heat map (Figure 3C). Moreover, the phylogenetic tree (*y*-axis) for each sample clearly separates each storage condition on the heat map, which is supported by the results of the phylogenetic tree (Figure 3A) and PCA plot (Figure 3B). Additionally, the phylogenetic tree for the gene expression patterns (*x*-axis) could be divided into four clusters (C1–C4; Figure 3C) on the heat map. 

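From 10 d to 20 d, B cell and platelet transcripts fell together with those of T cells, while most red cell genes did not pass the test. Of 15 B cell markers, 15 fell (15 when adjusted over the list alone), with a median log2 fold change of −4.19 (adjusted p = 1.86e-17 from camera, and adjusted p = 0.000989 with an estimated correlation). The B cell coactivator *Pou2af1*, chosen after its values were seen, had 46 counts in the 10 d libraries and 0 in the 20 d libraries. With the 0 taken as 3 counts over the group, *Pou2af1* is 14.5-fold lower, and the median of the list is −4.07. This bound would be smaller if both reads of a pair were counted. *Ighm* (ENSRNOG00000034190) had a log2 fold change of −4.89 (SE 0.22, n = 4 per condition, adjusted p = 9.80e-11 from edgeR's quasi-likelihood test), with every 20 d library below every 10 d library. Of 14 platelet markers, 13 fell (13 when adjusted over the list alone), with a median of −2.31 (adjusted p = 1.26e-08, and adjusted p = 0.0136 with an estimated correlation). Of 12 T cell markers, 7 fell (9 when adjusted over the list alone), with a median of −2.55 (adjusted p = 2.45e-07, and adjusted p = 0.00436 with an estimated correlation). Of 16 neutrophil markers, 11 fell (14 when adjusted over the list alone), with a median of −1.95 (adjusted p = 2.11e-07, and adjusted p = 0.102 with an estimated correlation). *S100a9* fell by 3.28 on the log2 scale (SE 0.30, adjusted p = 1.05e-06). Of 9 monocyte markers, 4 fell (6 when adjusted over the list alone), with a median of −1.39 (adjusted p = 0.00388, and adjusted p = 0.285 with an estimated correlation). Of 3 NK cell markers, 2 fell (3 when adjusted over the list alone), with a median of −2.6 (adjusted p = 0.0187, and adjusted p = 0.0966 with an estimated correlation). Of 35 genes of red cell membrane and maturation, 6 fell and 0 rose (7 fell and 1 rose when adjusted over the list alone), and the list did not pass (adjusted p = 0.784). *Slc4a1*, which encodes the anion exchanger band 3 and was chosen after its values were seen, fell by 0.75 on the log2 scale (SE 0.12, adjusted p = 0.000485). Of 16 genes of hemoglobin and heme, 0 passed over all genes or over the list alone (adjusted p = 0.177). In all, 279 genes were higher and 1055 lower in 20 d than in 10 d, and library size alone gave 69 higher and 909 lower. The number of higher genes was 565 with DESeq2, and with 1 library left out it was 118 (without 10 d replicate 2) to 533 (without Cont replicate 1). In a tree of the libraries on the 514 genes, which were chosen because they differ, 12 of 12 libraries lay nearest to a library of their own storage condition.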

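Markers of neutrophils, T cells and monocytes were found in the largest of the 4 clusters of the 514 genes, and some red cell and mitochondrially encoded genes in the next. The largest cluster held 319 genes (62.1%), with a median Z-score of 1.06 in Cont, 0.13 in 10 d and −1.11 in 20 d. The cluster of 120 genes (23.3%) had median Z-scores of −1.32 in Cont, 0.61 in 10 d and 0.66 in 20 d. The cluster of 60 genes (11.7%) had 0.49 in Cont, 0.83 in 10 d and −1.26 in 20 d. The cluster of 15 genes (2.92%) had −0.98 in Cont, 1.16 in 10 d and −0.28 in 20 d. These clusters come from average linkage of Euclidean distances between Z-scores of log2 CPM. No p-value applies to them, since they were made from the values they describe. On the 1293 genes of the likelihood ratio test, the largest cluster held 983 genes. Without Cont replicate 2 it held 202 genes, without Cont replicate 4 it held 211.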

The DEGs numbers in C1–C4 are shown in Figure 3D, and C4 contained the greatest number of genes that fluctuated in expression. 

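The cluster of 319 genes, which were highest in Cont and lowest in 20 d, held marker genes of several leukocytes. It held 8 of 16 neutrophil markers, 7 of 12 T cell markers and 4 of 9 monocyte markers. It also held 5 of 26 genes of the interferon response, 4 of 17 genes of inflammatory cytokines and 4 of 15 immediate early genes. Of the neutrophil markers in it, *Mmp8*, which encodes a collagenase of neutrophil granules, had a log2 fold change of −3.94 at 20 d against Cont (SE 0.34, n = 4 per condition, adjusted p = 1.88e-07 from edgeR's quasi-likelihood test). *Il1rn*, which encodes the antagonist of the interleukin 1 receptor, had −5.03 (SE 0.49, adjusted p = 5.61e-07). The cluster of 120 genes held 9 of 35 genes of red cell membrane and maturation, 8 of 13 mitochondrially encoded genes, 2 of 16 genes of hemoglobin and heme, 4 of 50 small structured RNAs, 2 of 26 interferon response genes and 3 of 21 antioxidant genes, and 3 other antioxidant genes were in the cluster of 319.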

Finally, box plots in Figure 3E show the fluctuating patterns of gene expression in each cluster. 

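Some B cell markers were in a cluster whose median was highest in 10 d and lowest in 20 d, and a few platelet and red cell genes peaked in 10 d. The cluster of 60 genes held 8 of 15 B cell markers, 3 of 50 small structured RNAs and 2 of 15 immediate early genes. With 1 library left out, clusters whose median was highest in 10 d and lowest in 20 d held 3 (without Cont replicate 1) to 38 genes, and there was no such cluster without 10 d replicate 3 or 4 or on the 1293 genes of the likelihood ratio test. Nor was there one with Z-scores of log10(CPM + 1), or on the genes with the authors' FDR under 0.001, a set chosen after the results were seen. Another B cell marker, *Cd37*, named after its values were seen, was in the falling cluster of 319 genes. Among the B cell markers in the cluster of 60 genes was *Bank1*, which encodes a scaffold protein of B cell receptor signaling. *Bank1* had 114 counts in the Cont libraries together, 332 in 10 d and 12 in 20 d. The cluster of 15 genes held 2 of 14 platelet markers and 3 of 35 genes of red cell membrane and maturation. These 2 platelet genes were *Itga2b*, which encodes a chain of the platelet fibrinogen receptor, and *Pf4*. *Itga2b* had a log2 fold change of 2.79 at 10 d against Cont (SE 0.33, n = 4 per condition, adjusted p = 2.96e-05 from edgeR's quasi-likelihood test) and of −0.16 at 20 d against Cont (SE 0.39, adjusted p = 0.793). *Bank1* and *Itga2b* were chosen after their values were seen. Over all 514 genes, 110 had their highest fitted level in 10 d and 0 their lowest.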

Similar to the color changes in the heat map (Figure 3A), a statistically significant fluctuation pattern was confirmed (Figure 3E; C1–C4). In particular, since C2 and C4 showed unidirectional fluctuations in expression, it was considered that there are novel RNA markers that can reflect storage conditions in these clusters. 

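Genes whose fitted level went one way along the storage period were mostly falling genes. Of the 514 genes, 333 were higher in Cont than in 10 d and higher in 10 d than in 20 d, and 71 rose in that order. These numbers go by the direction of the fitted levels, without a test of either step. The cluster of 120 genes had close median Z-scores in 10 d and 20 d, 0.61 and 0.66. *Clec2g*, a gene of the C-type lectin family, had log2 fold changes against Cont of −0.96 at 10 d (SE 0.15, n = 4 per condition, adjusted p = 0.000239 from edgeR's quasi-likelihood test) and −1.94 at 20 d (SE 0.15, adjusted p = 9.40e-08). Among the rising genes, *Gpx4*, which encodes a peroxidase of membrane lipids, had 30.3 ± 3.04 CPM (SD, n = 4) in Cont, 50.4 ± 4.37 in 10 d and 58.2 ± 4.13 in 20 d. *Rhd*, which encodes the blood group protein RhD, had 66.8 ± 5.84 CPM in Cont, 110 ± 1.90 in 10 d and 115 ± 3.88 in 20 d. From the patterns of the 4 clusters, the paper reasons that C2 and C4 change in one direction with storage, and it therefore looks for RNA markers of the storage condition in these clusters.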

Taken together, as the results of these bioinformatic analyses are mutually consistent, we considered it reasonable to carry out further analysis because the accuracy can be guaranteed. Therefore, additional bioinformatic analysis was performed in detail.

### 3.3. Identification of Novel RNA Makers in RBCs

Additional bioinformatic analysis was performed focusing on C2 and C4. Venn diagram analysis was undertaken to identify novel RNA markers using gene lists of C2 and C4, with the following conditions: 4-fold change in averaged TPM values at 10 d, 10-fold change in averaged TPM values at 20 d, and maximum averaged TPM value > 10. In the results, four RNAs were matched in the Venn diagram (Figure 4A; central red circle), which we believe to be novel RNA markers in a rat model. 

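The 4 genes that passed the filter were *Lyz2*, *Ifit3*, *Il1b* and the unnamed gene ENSRNOG00000030021, and all of them fell. Mean TPM of *Lyz2*, which encodes lysozyme of macrophages and neutrophils, was 5.46-fold lower at 10 d and 34.9-fold lower at 20 d than in Cont. For *Ifit3*, an interferon-induced gene, the values were 6.3-fold and 22.7-fold. For *Il1b*, which encodes interleukin 1 beta, they were 4.8-fold and 16.5-fold. For ENSRNOG00000030021, which has no symbol in the files, they were 4.70-fold and 29.2-fold. Of the 514 genes, 112 fell and 4 rose at least 4-fold in mean TPM at 10 d, 245 fell and 0 rose at least 10-fold at 20 d, and 120 had a group mean TPM over 10. The 4 genes that rose at 10 d were *Npy*, *Pla2g2a*, *Itga2b* and *Pf4*, named after their values were seen, and *Npy*, the gene of neuropeptide Y, rose by 2.62 on the log2 scale (SE 0.26, adjusted p = 6.27e-06 from edgeR's quasi-likelihood test). With folds of TMM-scaled CPM, or with an offset of 1 added to TPM, 2 genes passed, *Lyz2* and *Ifit3*. Without Cont replicate 2 *Il1b* did not pass, without 10 d replicate 1 ENSRNOG00000030021 did not, and without Cont replicate 1 the number was 8.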

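*Lyz2*, *Ifit3*, *Il1b* and the unnamed gene ENSRNOG00000030021 had lower TPM in every 10 d and every 20 d library than in any Cont library. *Lyz2* (ENSRNOG00000005825) lies on chromosome 7 of mRatBN7.2 from 52906811 to 52912106 and had a mean TPM of 68.0 ± 22.5 (SD, n = 4) in Cont, 12.4 ± 6.83 in 10 d and 1.95 ± 0.649 in 20 d. *Ifit3* (ENSRNOG00000022839), on chromosome 1 from 232114166 to 232119307, had 16.7 ± 5.84 in Cont, 2.64 ± 1.33 in 10 d and 0.732 ± 0.244 in 20 d. *Il1b* (ENSRNOG00000004649), on chromosome 3 from 116577010 to 116583415, had 10.9 ± 3.60 in Cont, 2.27 ± 0.912 in 10 d and 0.661 ± 0.157 in 20 d. ENSRNOG00000030021, on chromosome 10 from 68380188 to 68384001, had 17.2 ± 5.36 in Cont, 3.65 ± 2.07 in 10 d and 0.587 ± 0.336 in 20 d. For each gene, each pair of storage conditions was without overlap on log2(TPM + 0.1) (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). Since the filter picked these genes from the same libraries for their fall, this p is no independent test of it.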

When the expression levels of these four RNAs were visualized in the scatter plots, the levels for both 10 d and 20 d were lower than for Cont (Figure 4B,C). The rate of expression reduction increased between 10 and 20 d, compared to 0 to 10 d. 

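For *Lyz2*, *Ifit3*, *Il1b* and ENSRNOG00000030021, the difference between the falls in the 2 intervals did not pass the test. Among all falling genes, the larger fitted fall was mostly in the second interval with TMM, but not with library size alone or TPM. For *Lyz2*, the log2 change from 10 d to 20 d minus that from Cont to 10 d was −0.49 (SE 0.58, adjusted p = 0.540 over the 4 genes from edgeR's quasi-likelihood test). For ENSRNOG00000030021 the difference was −0.68 (SE 0.61, adjusted p = 0.540). For *Ifit3* it was 0.53 (SE 0.52, adjusted p = 0.540), and for *Il1b* it was 0.20 (SE 0.41, adjusted p = 0.626), so that the first interval held the larger fitted fall of these 2 genes. Of the 1768 genes lower in 20 d than in Cont, 1286 (72.7%) had the larger fitted fall in the second interval. The difference between the intervals passed an adjusted p under 0.05 for 194 genes with the larger fall in the second interval and for 1 gene with the larger fall in the first. Without 10 d replicate 1, the differences for *Lyz2* and ENSRNOG00000030021 passed the test. With library size alone the share was 48.6%, and with log2(TPM + 0.1) it was 42.5%.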

Figure 4D shows cluster classification, gene symbols, fluctuation rates, and functions of the novel RNA markers in a table. Since the table data are consistent with the other figures, these bioinformatic analyses were performed correctly. Taken together, these results suggest that the four genes are efficient as novel RNA markers for ABT in rat models.

### 3.4. qPCR Assay Showed Reproductivity of Expression Fluctuation Patterns for Lyz2, Ifit3, and Il1b

qPCR assays were performed using all samples to confirm the reproducibility of the RNA-Seq data. After the qPCR assay, the TPM values obtained from the RNA-Seq and the relative expression values obtained from the qPCR assay were visualized as plot graphs (Figure 5). 

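In the RNA-Seq counts, *Lyz2*, *Ifit3* and *Il1b* fell from Cont to 10 d and again from 10 d to 20 d. *Lyz2* had a mean of 4735.5 counts per library in Cont (3357 to 6719, n = 4), 880 in 10 d (241 to 1241) and 141.75 in 20 d (81 to 177). Its log2 fold change against Cont was −2.06 at 10 d (SE 0.33, adjusted p = 0.000386 from edgeR's quasi-likelihood test) and −4.61 at 20 d (SE 0.38, adjusted p = 1.39e-07). *Ifit3* had a mean of 1234 counts in Cont (964 to 1899), 197.75 in 10 d (84 to 311) and 55.75 in 20 d (35 to 71). Its log2 fold change was −2.26 at 10 d (SE 0.28, adjusted p = 4.20e-05) and −4.0 at 20 d (SE 0.32, adjusted p = 9.63e-08). *Il1b* had a mean of 732.75 counts in Cont (544 to 1049), 155 in 10 d (95 to 204) and 46.25 in 20 d (37 to 56). Its log2 fold change was −1.86 at 10 d (SE 0.22, adjusted p = 2.96e-05) and −3.52 at 20 d (SE 0.25, adjusted p = 2.11e-08).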

The results confirmed that the relative expression values of *Lyz2*, *Ifit3*, and *Il1b* had similarly fluctuated patterns to the TPM values: the expression level decreased according to the storage period. On the other hand, the relative expression patten and TPM were not similar for *Ccl6*. 

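*Ccl6*, which encodes a chemokine of myeloid cells, is not named in the deposited values, and ENSRNOG00000030021 is the only gene without a symbol that passed the marker filter, with folds that match those printed for *Ccl6* in Fig. 4D. This gene had a mean of 993 counts per library in Cont (710 to 1233, n = 4), 215.5 in 10 d (66 to 332) and 35.25 in 20 d (14 to 51). Its log2 fold change against Cont was −1.84 at 10 d (SE 0.33, adjusted p = 0.000863 from edgeR's quasi-likelihood test) and −4.36 at 20 d (SE 0.40, adjusted p = 2.66e-07). Table S1 gives the same sequence of 21 bases, CAAGCCAGGCATCATCTTTGT, for the forward and the reverse primer of *Ccl6*, and different sequences for the forward and reverse primers of the other targets.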

Taken together, these results suggest that *Lyz2*, *Ifit3*, and *Il1b* are novel and candidate RNA markers for detecting ABT doping in a rat model.

## 4. Discussion

Blood doping is considered when athletes abuse recombinant erythropoietin (EPO), erythropoiesis stimulating agents, or blood transfusion to gain a temporary enhancement in performance. Blood doping has frequently been used in the history of sports [26,27]. Focusing on the Olympics, many cases have been reported, from the 1972 Munich Olympics to the modern Olympics [27]. Recent cases include blood doping via HBT in relation to a track and field athlete at the Tokyo Olympics of 2020 [28], and ABT use by a Nordic skier at the Nordic skiing world championships in 2019 [13]. Considering these cases and sports history, it seems that, even with the development of modern science and technology, there have probably been many undetectable cases of blood doping. In particular, ABT has a history of being abused by athletes [11,12,13,26]. However, cases have been discovered when a player confessed or a police officer found evidence, but a robust testing method for ABT doping has not yet been established. Its detection is difficult [26] because the testing method must detect changes in blood components from the same individual, not artificial components. Therefore, the establishment of a testing method has been an urgent task to eradicate potential ABT doping. Thus, based on a new concept, this study conducted experiments aimed at establishing a laboratory test method for ABT doping in the future.

A method for detecting HBT doping has already been established, which involves testing the antigens of individual red blood cells with a flow cytometer [21,22]. In this research, based on the concept of the test for HBT doping, we considered marker candidates that can be directly detected. Since it seemed reasonable to focus on RNA in RBCs because there were no reports on this method in previous studies, rat blood was stored in CPDA for 10 days or 20 days, and RNA in RBCs was comprehensively analyzed to identify novel marker RNAs. In the results for the RNA extraction of the RBCs, the RNA was abundant and confirmed by 18s and 28s rRNA bands (Figure 2), unique to mammalian tissue. It was also confirmed that there was no band with smearing [29], and intact states without 28s rRNA bands were confirmed in each storage condition (Figure 2). Therefore, we concluded that the RNA in the RBCs was stable and unaffected by the storage conditions and consistent with previous reports of human erythrocytes [30,31]. RBCs undergo denucleation during their maturation from blood stem cells before entering the peripheral blood [32,33]. It can also be speculated that the RNA in the RBCs is generated before denucleation. However, there seems to be no previous study that provides clear answers. This question may need to be investigated during the future development of a test for ABT doping.

Next, total RNA-Seq was performed using the RNA to obtain an expression profile for each storage condition. It was revealed that the expression values of many genes decreased when extending the storage period (Figure 3C, C4; 1174 genes). This was particularly noticeable for the 20-day storage period. These results suggest that certain RNAs degrade depending on the storage period. On the other hand, genes whose expression increases depending on the extended storage period were also confirmed (Figure 3C, C1, 2, and 3; 464 genes). 

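At 20 d, genes of neutrophils and other leukocytes and the small RNA of RNase MRP were lower than in Cont. *S100a9* had a log2 fold change of −4.83 against Cont (SE 0.30, n = 4 per condition, adjusted p = 4.30e-09 from edgeR's quasi-likelihood test). *Csf3r*, which encodes the receptor of granulocyte colony-stimulating factor, had −2.75 (SE 0.31, adjusted p = 2.69e-06). *RNase_MRP* (ENSRNOG00000057527), the RNA of an enzyme that processes rRNA precursors, had 10.5 ± 0.817 CPM (SD, n = 4) in Cont, 13.2 ± 1.06 in 10 d and 1.60 ± 0.395 in 20 d, a log2 fold change of −2.71 at 20 d (SE 0.14, adjusted p = 2.64e-10). *Ddx5*, which encodes an RNA helicase, had −1.63 (SE 0.13, adjusted p = 1.15e-07), and *Cd44*, which encodes a hyaluronan receptor, had −0.88 (SE 0.14, adjusted p = 9.18e-05). In all, 1768 of 8382 genes were lower and 1076 were higher in 20 d than in Cont, and library size alone gave 2910 lower and 99 higher. With a filter of 1 CPM in at least 4 libraries, 643 were lower and 376 were higher. The 20 d and Cont libraries did not overlap for 2633 genes (31.4%), where chance gives 2.86%.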

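After 20 d, markers of T cells, B cells, neutrophils, monocytes and NK cells were far below their level in Cont, and platelet markers were near it. Of 12 T cell markers, 12 fell (12 when adjusted over the list alone), with a median log2 fold change of −5.16 (adjusted p = 1.11e-10 from camera, and adjusted p = 0.000989 with an estimated correlation). *Ccr7*, which encodes a homing receptor of lymphocytes, had 362 counts in the Cont libraries together and 2 in the 20 d libraries, and *Il7r*, which encodes the receptor of interleukin 7, had 249 and 1. Of 15 B cell markers, 14 fell (14 when adjusted over the list alone), with a median of −3.30 (adjusted p = 4.13e-09, and adjusted p = 0.00838 with an estimated correlation). *Ms4a1*, which encodes CD20, had 125 counts in Cont and 2 in 20 d, and *Ighm* had a log2 fold change of −4.77 (SE 0.22, n = 4 per condition, adjusted p = 2.14e-10 from edgeR's quasi-likelihood test). *Pou2af1* had 79 counts in Cont and 0 in 20 d. With the 0 taken as 3 counts over the group, it is 19.3-fold lower, which leaves the median unchanged. This bound too would be smaller if both reads of a pair were counted. Of 16 neutrophil markers, 16 fell (16 when adjusted over the list alone), with a median of −3.58 (adjusted p = 9.87e-10, and adjusted p = 0.0802 with an estimated correlation). Of 9 monocyte markers, 8 fell (8 when adjusted over the list alone), with a median of −3.33 (adjusted p = 4.95e-05, and adjusted p = 0.145 with an estimated correlation). Of 3 NK cell markers, 3 fell (3 when adjusted over the list alone), with a median of −4.86 (adjusted p = 0.00384, and adjusted p = 0.0553 with an estimated correlation). Of 17 genes of inflammatory cytokines, 1 of which is *Il1b*, 14 fell (14 when adjusted over the list alone), with a median of −2.64 (adjusted p = 2.55e-07, and adjusted p = 0.0991 with an estimated correlation). *Ptprc* (ENSRNOG00000000655, chromosome 13, 49596193 to 49708692), the CD45 gene that the paper measured by qPCR to check the purification of the RBCs (Figure S1), had 16.7 ± 5.17 CPM (SD, n = 4) in Cont, 9.09 ± 1.58 in 10 d and 2.38 ± 0.857 in 20 d. Its log2 fold change against Cont was −0.88 at 10 d (SE 0.22, adjusted p = 0.0120) and −2.81 at 20 d (SE 0.24, adjusted p = 1.88e-07). Of 14 platelet markers, 2 fell and 0 rose (2 fell when adjusted over the list alone), and the list did not pass (median −0.12, adjusted p = 0.754). Of 2 markers of eosinophils and basophils, *Ccr3*, which encodes the eotaxin receptor, fell by 2.37 on the log2 scale (SE 0.53, adjusted p = 0.00215), *Alox15* rose with TMM but not with library size alone, and the list did not pass (adjusted p = 0.755).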

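Genes with large rises at 20 d included *Mt-co1*, *Gpx1*, *Acsl1* and *Rsad2*, and red cell genes as a group had a smaller rise relative to other genes. *Mt-co1*, which encodes a subunit of cytochrome c oxidase, had 290 ± 30.5 CPM (SD, n = 4) in Cont, 604 ± 88.0 in 10 d and 700 ± 75.8 in 20 d, a log2 fold change of 1.27 at 20 d (SE 0.11, adjusted p = 1.29e-07 from edgeR's quasi-likelihood test). *Gpx1* rose by 1.23 on the log2 scale (SE 0.07, adjusted p = 2.49e-09) and *Acsl1*, which encodes an enzyme that activates fatty acids, by 1.09 (SE 0.09, adjusted p = 1.71e-07). *Rsad2* (ENSRNOG00000007539, chromosome 6, 43047658 to 43059699), which encodes the antiviral protein viperin, had 291 ± 34.1 CPM in Cont, 635 ± 24.0 in 10 d and 595 ± 15.2 in 20 d. These genes kept their call with library size alone. *Ncoa4_2*, named as a copy of the ferritinophagy receptor gene *Ncoa4* with which it may share reads, rose by 1.02 (SE 0.13, adjusted p = 1.55e-05).
Of 13 mitochondrially encoded genes, 11 rose and 1 fell at 20 d (11 and 1 when adjusted over the list alone), with a median log2 fold change of 0.81 (adjusted p = 7.60e-07 from camera, and adjusted p = 0.116 with an estimated correlation), and with library size alone 7 rose and 1 fell, with a median of 0.41. At 10 d, 9 rose and 1 fell (12 and 1 when adjusted over the list alone; adjusted p = 1.40e-09, and adjusted p = 0.0815 with an estimated correlation), and 9 and 1 with library size alone. The exception was *Mt-nd3*, named after its values were seen, which fell by 0.93 on the log2 scale at 20 d (SE 0.19, adjusted p = 0.000883). Of 35 genes of red cell membrane and maturation, 26 rose and 1 fell at 20 d (28 and 1 when adjusted over the list alone), with a median of 0.40 (adjusted p = 3.06e-10, and adjusted p = 0.042 with an estimated correlation). With library size alone 3 rose and 1 fell, with a median of 0.02, and the list still passed against other genes (adjusted p = 7.71e-08). At 10 d, 28 rose and 0 fell (31 and 0 when adjusted over the list alone; adjusted p = 1.01e-17, and adjusted p = 0.00972 with an estimated correlation), with a median of 0.45. With library size alone 6 rose and 0 fell, with a median of 0.10. The gene that fell was *Sptb*, which encodes beta spectrin and was named after its values were seen, with −0.67 (SE 0.20, adjusted p = 0.0143). Of 16 genes of hemoglobin and heme, 10 rose at 20 d (12 when adjusted over the list alone), with a median of 0.42 (adjusted p = 6.91e-06, and adjusted p = 0.0553 with an estimated correlation), while with library size alone 1 rose and 2 fell, with a median of 0.04. At 10 d, 12 rose (12 when adjusted over the list alone; adjusted p = 4.18e-07, and adjusted p = 0.0426 with an estimated correlation), with a median of 0.37. With library size alone 1 rose, with a median of 0.03. *Rhd* rose by 0.78 on the log2 scale at 20 d (SE 0.07, adjusted p = 2.44e-07), and *Fech*, the last enzyme of heme synthesis, rose by 0.66 (SE 0.09, adjusted p = 1.79e-05), a call that library size alone did not give. Of 84 ribosomal protein genes, 40 rose and 2 fell at 20 d (40 and 3 when adjusted over the list alone), with a median of 0.32 (adjusted p = 3.78e-07, and adjusted p = 0.368 with an estimated correlation), while with library size alone 1 rose and 9 fell, with a median of −0.07. At 10 d, 13 rose (16 when adjusted over the list alone; adjusted p = 0.000861, and adjusted p = 0.529 with an estimated correlation), with a median of 0.15, while with library size alone 0 rose and 5 fell, with a median of −0.19.

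**Figure D2:**
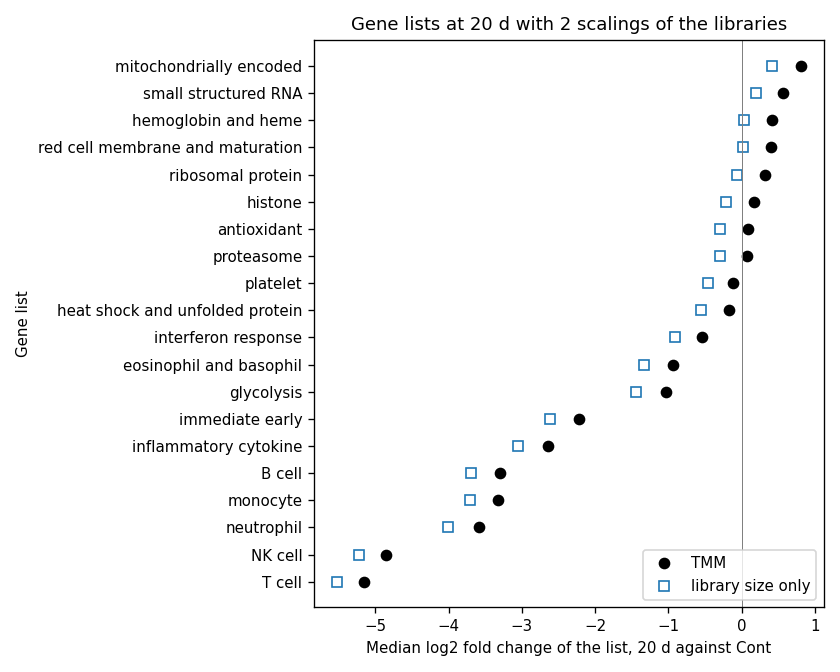
Median log2 fold change at 20 d against Cont of the 20 gene lists, with filled circles for libraries scaled by TMM and open squares for libraries scaled by size alone. The T cell list lies at −5.16 and −5.52, the mitochondrially encoded list at 0.81 and 0.41, and the ribosomal protein, histone, antioxidant and proteasome lists lie above 0 with TMM and below 0 with library size alone.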

Since there is no nucleus and no RNA expression in RBCs, this is an incomprehensible phenomenon at first glance.

Considering the RNA and protein signaling tools between cells, the exosome secretion mechanism should be the answer to this otherwise incomprehensible phenomenon. Recently, exosomes have become a rapidly developing topic in molecular biology. Exosomes, as extracellular vehicles, are secreted through exocytosis by all living cells (donor cells) to recipient cells and contain diverse bioactive molecules: RNA (mRNA, miRNA, and non-cording RNA), proteins, and lipids [34,35,36]. Then, the cells, receiving the exosomes via endocytosis, undergo various biological changes depending on their contents [34,35,36]. In this study, it was inferred that the purified RBCs did not have any nuclei, and there was almost no expression of new RNAs. On the other hand, WBCs in whole blood during the storage period had nuclei, and the gene expression undeniably fluctuated in CPDA. Taken together, it is possible that, during the storage period for whole blood, gene expression in WBCs was altered, and RNAs were transferred to the RBCs via exosomes. Furthermore, the storage period or environment could affect specific biological processes in WBCs and RBCs. Therefore, further investigation of these phenomena may provide insights for the development of a new test for ABT doping. However, in the Venn diagram (Figure 4A), 464 genes did not have high expression or fluctuations, so we did not focus on them in this study. 

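The genes that rose with storage were abundant in part, but their rise in TPM was small. Among the called genes with a higher fitted level in 20 d than in Cont, the largest rise in mean TPM at 20 d was that of *Mt-co1*. It was 1.72-fold, from 468 ± 28.5 (SD, n = 4) in Cont to 803 ± 79.8 in 20 d. *Gpx1* went from 618 ± 78.0 to 1026 ± 86.1. Of the 134 genes with a higher fitted level in 20 d than in Cont, 102 had a group mean TPM over 10, 0 were at least 2-fold higher at 20 d in TPM and 9 in the fit of counts scaled by TMM, and the median ratio of mean TPM was 1.08. At 10 d, 3 of them had a mean TPM at least 4-fold higher than in Cont, namely *Npy*, *Pla2g2a*, which encodes a secreted phospholipase, and the platelet gene *Pf4*, all named after their values were seen. At 20 d, *Npy* was back at its Cont level, with a log2 fold change of 0.00 (adjusted p = 0.997 from edgeR's quasi-likelihood test).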

The next task in our studies will be to thoroughly investigate those 464 genes and exosomes.

The novel candidate marker RNAs were the *Lyz2*, *Ifit3*, and *Il1b* genes finally identified in this study (Figure 5). The database references show that these genes are associated with the immune system; however, their significance in RBCs remains unclear. The expression levels of these RNAs decreased during storage. In particular, the expression levels were drastically deceased after 20 days of storage compared to the control or 10 days of storage. Moreover, the maximum TPM value was confirmed to be over 10 for each RNA. 

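*Lyz2*, *Ifit3* and *Il1b* were lower in every 20 d library than in any 10 d library. Mean TPM of *Lyz2* was 6.39-fold lower in 20 d than in 10 d, a log2 fold change of −2.55 in counts (SE 0.36, n = 4 per condition, adjusted p = 0.000140 from edgeR's quasi-likelihood test). Mean TPM of *Ifit3* was 3.61-fold lower, a log2 fold change of −1.74 (SE 0.33, adjusted p = 0.00147). Mean TPM of *Il1b* was 3.43-fold lower, a log2 fold change of −1.66 (SE 0.26, adjusted p = 0.000306). The highest 20 d library stayed below the lowest 10 d library for each gene, with TPM of 2.61 and 3.25 for *Lyz2*, 0.996 and 1.07 for *Ifit3*, and 0.857 and 1.33 for *Il1b*.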

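Within Cont, where each of the 3 genes was most abundant, TPM of *Lyz2* ranged from 41.7 to 91.1 over the 4 libraries and that of *Ifit3* from 11.4 to 24.4. TPM of *Il1b* ranged from 6.99 to 14.7, so that single Cont libraries lay below 10.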

If researchers want to establish a method for ABT doping that targets RNAs in RBCs, a marker with high expression (TPM > 10) and high fluctuation (over 10-fold change) may be suitable. This is because the probability of false negatives and false positives may be significantly reduced in the calculation of sensitivity and specificity with the receiver operating characteristic (ROC) curve that will be established in the future. Therefore, if the three candidate RNAs are targeted after the creation of the ABT doping model for rats, a testing method to detect ABT doping in humans may be developed.

At present, a testing method for HBT doping is based on the technology of flow cytometry [21], and it has been used in various international competitions. In addition, more accurate methods have recently been developed [22]. Since flow cytometry can detect signals from individual RBCs and can accurately detect doping, it is hoped that the results of this study can be exploited by flow cytometry as well. However, there are some technical problems in applying flow cytometry. It is generally very difficult to measure the molecules inside red blood cells. When RBCs are processed in terms of permeabilization and fixation, which is generally done, they instantly become hemolytic and cannot maintain their morphology. This probably depends on the peculiarities of the membrane structure of RBCs. Healthy RBCs deform readily in response to mechanical forces in blood flow, facilitating their efficient passage through capillaries [37,38]. RBCs, compared with other cells in the human body, are particularly simple in structure [38]. The membrane of an RBC consists of two components: a lipid bilayer and an attached spectrin-based skeleton (cytoskeleton). These two components are connected by transmembrane proteins, such as band-3 and glycophorin C [38]. Furthermore, the lipid bilayer is considered to be nearly viscous and area-preserving, and the spectrin-based network is largely responsible for the elastic properties of RBCs [38,39]. Therefore, it is possible that these characteristics are factors in the fragility of RBCs in the preparation for flow cytometry. In order to adapt RBC analysis to flow cytometry, it will be necessary to develop a new preparation method that takes this characteristic into consideration.

There were some limitations to this study. Since it was an experiment using rats, the results cannot be directly applied to human studies. In addition, this study only conducted comprehensive analysis of the RNAs in RBCs and did not establish a testing method for ABT doping within a rat model. It would be strongly desirable to develop a method that can quantify RNAs in individual RBCs by flow cytometry. Furthermore, because there would be an exosome-mediated effect during the storage period in the transfusion bag, molecular mechanisms may need to be revealed in detail. After that, creating an ABT model in rats would be needed to examine the mechanisms in detail and develop a testing method. Nevertheless, this study identified candidate marker RNAs that significantly fluctuate according to the storage period. Therefore, the findings in this study could provide a major step toward future research.

## 5. Conclusions

In this study, the RNA in the RBCs after each storage condition was comprehensively analyzed to identify novel RNA markers to detect ABT doping using total RNA-Seq. As a result, we identified three RNA markers with drastically decreased expression levels after storage. Therefore, it is expected that the identified RNA markers and the methods used in this study will be useful for further studies to develop testing methods for ABT doping.

## Figures and Tables

**Figure 1:**
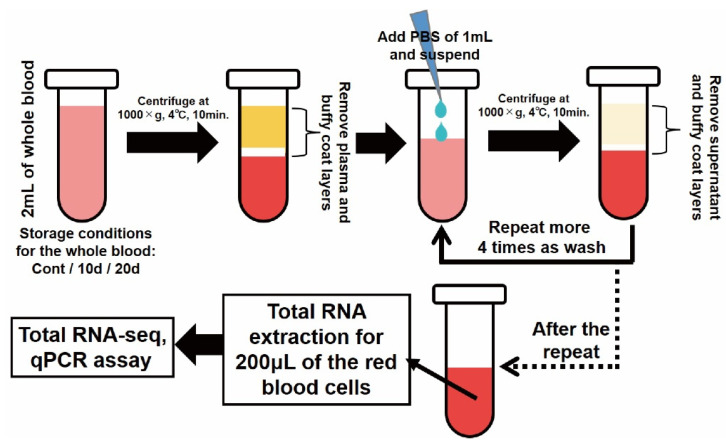
Purification method for RBCs in this study.

**Figure 2:**
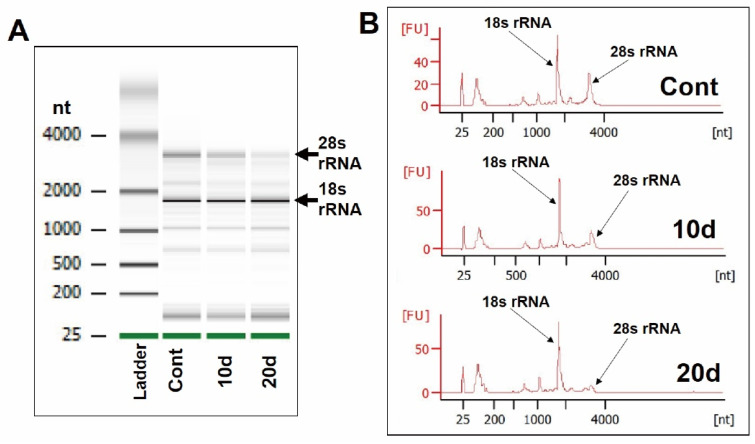
Electrophoresis patterns of the RNAs from RBCs in each storage condition. (**A**) Gel image and (**B**) histogram in the Bioanalyzer.

**Figure 3:**
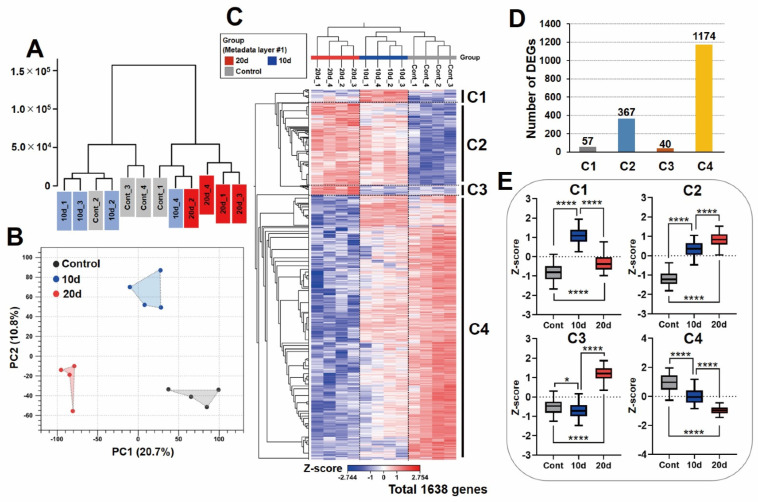
Overall expression profiles of the three storage conditions. (**A**) Phylogenetic tree, (**B**) PCA plot, (**C**) heat map filtered by FDR *p*-value < 0.0001 in ANOVA-like test, (**D**) number of DEGs in the clusters, and (**E**) box plot for each cluster. C1–C4: clusters 1–4. * *p* < 0.05, **** *p* < 0.0001.

**Figure 4:**
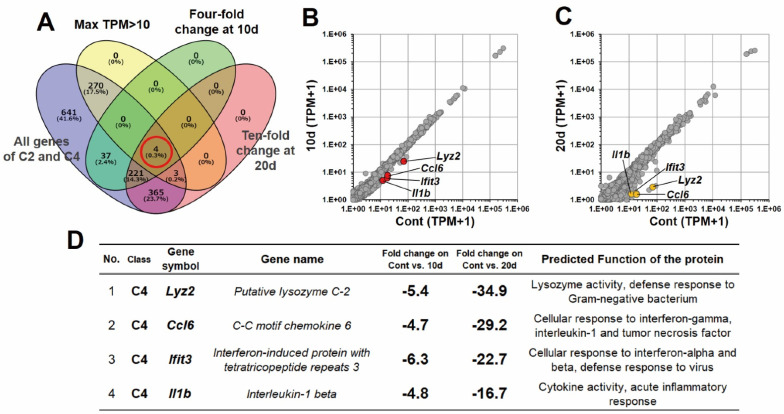
Identification of four candidate RNA markers in RBCs. (**A**) Venn diagram including conditions as follows: 4-fold change in averaged TPM values at 10 d, 10-fold change in averaged TPM values at 20 d, and maximum averaged TPM value > 10. (**B**) A scatter plot between Cont and 10 d. (**C**) A scatter plot between Cont and 20 d. The color dots show 4 genes of the candidate RNA markers obtained from the Venn diagram analysis. (**D**) A table including each characteristic of each candidate RNA marker.

**Figure 5:**
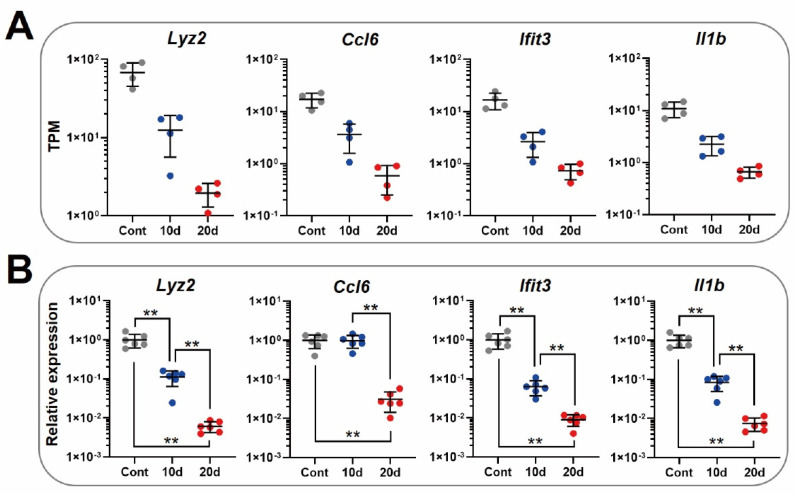
Confirmations of reproducibility using the qPCR assay. (**A**) Plot graphs of the TPM values from the RNA-Seq. (**B**) Plot graphs of the relative expression values from the qPCR assay. ** *p* < 0.01.

## Data Availability

The total RNA-Seq data as FASTQ files and an expression browser as table data have been deposited in the “Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/; accessed on 13 June 2022)” under accession number: GSE205806.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13071255/s1. Figure S1: Confirmation of purified degrees for RBCs by the qPCR assay. Table S1: primers. Table S2: expression values and statistics in the RNA-Seq.

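Table S2 lists, for each gene, the expression values of each library and the fold changes, p-values and FDR of the comparisons between storage conditions, as computed by the authors in CLC Genomics Workbench. The part of Table S2 that was read covers 1902 genes, and all 1902 are among the 29539 genes of the deposited values. An FDR of the comparison among the 3 storage conditions is present in both for 900 of them, and it is equal within 0.001 of its value for 900. Where Table S2 has no FDR for a gene, the deposited values hold a 0, so that a 0 beside a p above 0 was read as no value for 6502 genes.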

# Supplementary material for: Identification of RNA Markers in Red Blood Cells for Doping Control in Autologous Blood Transfusion
**Source:** Genes (Basel). 2022 Jul 15;13(7):1255. doi: 10.3390/genes13071255
**Supplement:** Supplementary file 1

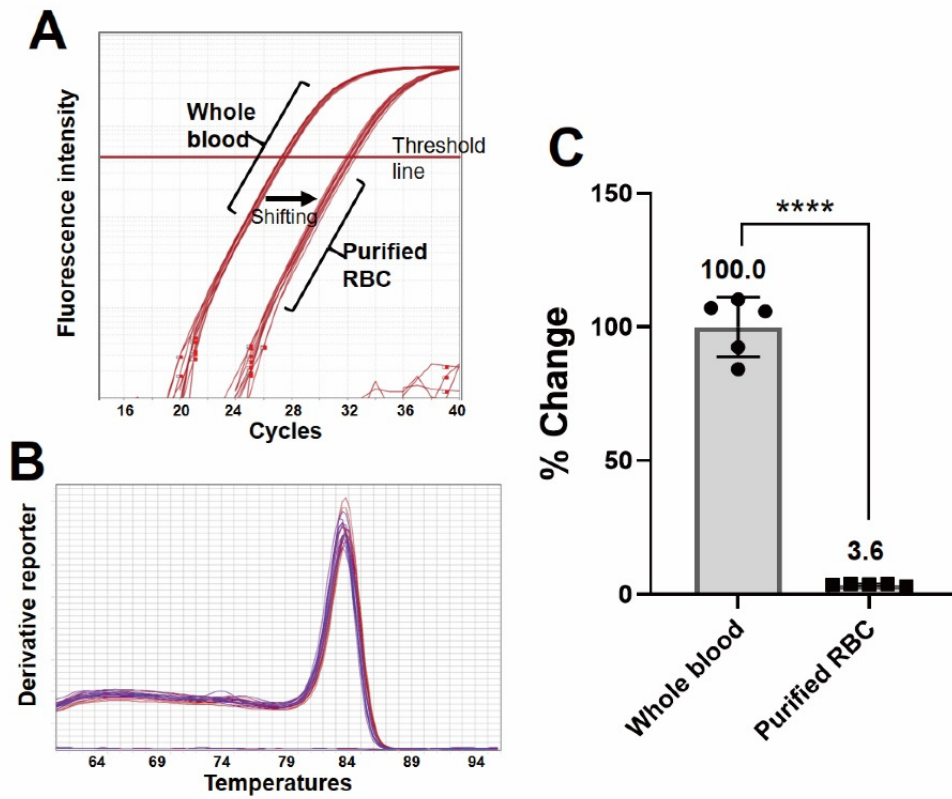

Supplementary Figure S1. Confirmation of degree of purification of RBCs by the qPCR assay. A primer pair for *Ptprc* (CD45) was used in this assay. (A) Amplification plot of all samples. The amplification curves of whole blood samples that shift to the right side from the left side accompanied purification of RBC. (B) Melt curve plot shows one peak signal, which means the primer pair was specific to the target gene. (C) Bar graph showing %change for the relative expression value of the *Ptprc* gene. After purification of RBCs, the expression was decreased to about 1/28 on average, which means that the purification was performed sufficiently well. **** $p < 0.0001$ on paired t -test.

How the deposited data were processed for this re-analysis (not part of the article)

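RBCs were purified by 5 washes from blood of 11-week-old rats that was kept with 12.5% CPDA at 4 °C for 0, 10 or 20 days, and 500 ng of total RNA from each of 4 samples per storage condition was sequenced as rRNA-depleted libraries with paired reads of 36 bases. The blood of each rat was divided into 3 aliquots and the paper calls the samples of the storage conditions paired, but the rat behind each replicate number of the libraries is not stated, so the libraries were compared as unpaired and the replicate number was used as a block in an alternative. The authors mapped the reads in CLC Genomics Workbench to the rat genome mRatBN7.2 and deposited 1 table with values of 29539 genes for the 12 libraries. The deposited counts are raw read counts per gene and seem to count reads rather than read pairs. The authors also give RPKM values, which were not used for a test, and TPM values, which are scaled to the same sum in each library and were used for the Ward tree, the marker filter and the levels of the marker genes. The values that the authors call CPM are counts over an adjusted library size, since they sum to 762137.1 to 1216707.1 per library, and they were read as a signal in arbitrary scale, only to check the scaling. The deposited fold change is a signed score with a negative sign for a fall, and the deposited log fold change is its log2. The deposited p-values, FDR and Bonferroni values come from the authors' likelihood ratio test in the same software, and a value of exactly 0 stands for no value in 6502 genes. The deposited columns of the largest group mean could not be tied to a sample and were left out, and every other value column was tied to a sample or to a comparison. Of the genes, 21531 have a count in at least 1 library and 8502 have no symbol.

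The total counts per library had a median of 78661388.5 in Cont, 76972224.5 in 10 d and 75378099 in 20 d. The 4 most abundant genes took 83.7% to 88.0% of the counts of a library, so that the depth left for all other genes is a small part of the total. Among the members of the gene lists and the named genes, 462 in all, 14 had 1 to 3 counts over the 4 libraries of 20 d and 1 had 0, and a count of 0 was taken as at most 3 counts over the group. These limits cover counting error only, and they would be wider if both reads of a pair were counted.

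Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr, which left 8382 genes, and libraries were scaled by TMM, with factors of 1.03 to 1.30 in Cont, 0.859 to 0.985 in 10 d and 0.864 to 0.949 in 20 d. The quasi-likelihood F-test was applied to any difference among the 3 groups, with the adjusted p under 0.0001 that the paper states, and to each pair of groups with an adjusted p under 0.05 (Benjamini-Hochberg). The groups share 1 estimate of the spread. Log2 CPM values carry a prior count of 2. The 514 genes called among the groups were clustered by average linkage of Euclidean distances between Z-scores and divided into 4 clusters. The Ward tree of all genes was divided into 3 clusters and compared with the groups by the adjusted Rand index (mclust 6.1.1). Principal components were computed from log2(CPM + 1) of all genes, with CPM by library size alone, and the genes were centred and scaled. The marker filter asked for a 4-fold change in mean TPM at 10 d, a 10-fold change at 20 d and a group mean TPM over 10. Exact permutation tests were two-sided and used log2(TPM + 0.1) for the marker genes and the scores of the libraries for the principal components. The change per interval was tested as a contrast of 20 d against 10 d minus 10 d against Cont. Tables were joined and plots drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

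The 20 gene lists were neutrophil, monocyte, B cell, T cell, NK cell, eosinophil and basophil, platelet, hemoglobin and heme, red cell membrane and maturation, interferon response, inflammatory cytokine, immediate early, heat shock and unfolded protein, glycolysis, antioxidant, mitochondrially encoded, ribosomal protein, proteasome, histone and small structured RNA. They were tested with camera and a preset correlation of 0.01, adjusted over all lists and the 3 pairs. *Sod2* stands in the inflammatory and the antioxidant list and *Bpgm* in the red cell and the glycolysis list. *Lyz2*, *Ifit3* and *Il1b*, which the paper picked from these libraries, stand in the monocyte, interferon response and inflammatory cytokine lists. The named genes are those the paper names, for 20 d against Cont the 10 largest rises and the 10 largest falls among genes called among the 3 groups with a mean CPM of at least 5 and no overlap between the libraries, the 5 and 5 for each other pair, the 3 members of each list with the smallest adjusted p at 20 d against Cont, and the 10 genes with the highest TPM. Only genes with a symbol were eligible for the rises and falls. When this rule was written, Figures 4 and 5 and the first part of Table S2 had been seen. Genes named outside the rule are marked as such. *Ccl6* and *Rpl13a* have no symbol in the deposited values and were not analysed here by name.

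Alternatives were the likelihood ratio test of edgeR, DESeq2 1.42.0, other scalings, limma on log2 CPM, other filters and thresholds, the replicate number as a block, other linkages and values for the clusters, tree and components, other averages, offsets and units for the marker filter, an estimated correlation and fry for the lists, and leaving out each of the 12 libraries. The tests were also run on other splits of the libraries into groups of the same sizes. The procedure was tested on simulated data with 100 genes changed at each of 2 folds, where 91% of genes changed 2-fold and 100% of genes changed 4-fold at 20 d were called against Cont, and 15 of the calls, 7.28%, were false. Among the 3 groups, 45% and 86% were called, with 0 false calls. The changed genes were drawn only from genes above a minimum of expected counts, so these shares do not cover genes with low counts. As many genes were raised as lowered. The shares therefore do not cover errors of scaling under an uneven change like that at 20 d, where 1768 genes were lower and 1076 higher than in Cont. Values of qPCR were not analysed here.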

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

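The test of transcript length was chosen before the result it measures was seen. The B cell minus T cell and platelet minus T cell scores were chosen after the results were seen. So were the comparisons of lists with genes outside the lists and of mitochondrial with platelet transcripts.

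Markers of blood cells, which the paper does not report on as groups, parted at 10 d, with the T cell list at a median log2 fold change of −2.23 and the platelet list at 2.14. B cell and T cell transcripts did not change in one proportion. The B cell minus T cell score was 2.61 higher in 10 d than in Cont on the log2 scale (SD 0.128 and 0.330, n = 4 each, no overlap). This score measures RNA, so it cannot tell whether the cells themselves were lost in one proportion. The platelet minus T cell score was 3.73 higher in 10 d than in Cont (SD 0.177 and 0.538, no overlap). A factor of a library moves all its genes alike and cancels in this score, which restates that the lists parted and is no separate test of scaling. A loss of long transcripts that is shared by all genes is argued against by the T cell median of −2.25 after the trend with transcript length was removed. This trend was weak (rank correlation of −0.084 across genes at 10 d). It was fitted to genes outside the lists, so a loss by length within leukocyte RNA alone would not show in it and stays open. Leukocytes and platelets that stay with the RBCs after purification and washing are a candidate source of these transcripts, at levels in Cont such as 23.4 CPM of *S100a9* and 51.5 CPM of *Lyz2*. Whether cell types differ in how many cells stay or in how long their RNA lasts at 4 °C was not tested. The storage conditions were purified on different days, so how well other cells were removed cannot be told apart from storage.

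Red cell transcripts were higher after storage, with medians of 0.45 at 10 d and 0.40 at 20 d for the list of red cell membrane and maturation and of 0.37 at 10 d for hemoglobin and heme. The median change of the red cell list less that of genes outside the lists was 0.41 at 20 d (SD 0.0755, and 0.0436 in Cont, n = 4 each, no overlap). A factor of a library moves all its genes alike and cancels in this difference. The difference therefore describes the rise relative to other genes and cannot weigh scaling. Whether these transcripts rose or the others fell depends on the scaling and stays open. No biological explanation was tested, and the deposited values hold no measure of RNA per cell.

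Mitochondrially encoded transcripts were higher after storage, with a median of 0.81 at 20 d. The median change of the list less that of genes outside the lists was 0.82 at 20 d (SD 0.133, and 0.0251 in Cont, n = 4 each, no overlap). A factor of a library cancels in this difference too, so it cannot weigh scaling, and the level itself depends on the scaling. From 10 d to 20 d the list had a median of −0.026 and the platelet list one of −2.31, so the 2 lists did not move together in that interval. From Cont to 10 d both rose, with 0.81 and 2.14. Marker RNA does not measure platelet content, so a change in platelet content stays open. A longer life of mitochondrially encoded transcripts in storage may be the reason and was not tested, and the call of their list is lost with an estimated correlation.

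From 10 d to 20 d the B cell list had a median of −4.19 after 0.63 from Cont to 10 d, and the platelet list had −2.31 after its rise, and the difference between the 2 intervals was not tested for these lists. At 20 d against Cont the B cell list had a median of −3.30 and the T cell list one of −5.16.

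The 7SL share of 10 d replicate 4, 5.35%, stood apart from the other 10 d libraries at 4.85% to 4.91%. The B cell score of 20 d replicate 1, −3.04, stood apart from the others at −2.57 to −2.52. The T cell score of 20 d replicate 3, −3.68, stood apart from the others at −3.52 to −3.51. The antioxidant score of 20 d replicate 2, −0.47, stood apart from the others at −0.56 to −0.55. In 93 groups of 4 libraries tested in this way, 4 such libraries were found where chance alone gives about 4.65.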

How the results depend on the processing

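The adjusted p under 0.001, the authors' FDR over all genes, their pairwise p-values and halved counts were alternatives chosen after the results were seen, and all others were set beforehand. Of 108 changes of named genes, 108 kept their direction and side of the threshold with DESeq2, with DESeq2 size factors in edgeR and with upper quartile factors, 107 with halved counts, and 106 each with the likelihood ratio test, without a filter and with only the 2 groups compared. With library size alone 92 of 112 did and 18 no longer passed, with limma on log2(CPM + 0.5) 85 of 108 did and 21 no longer passed, and with 1 CPM in at least 4 libraries 90 of 93 did. *Hba-a2* at 20 d against Cont turned to −0.18 with library size alone and to −0.17 with limma, both of which omit TMM factors. With 1 library left out, 1315 of 1344 such results were the same. Dividing TPM by *Rpl13a* was not run, since no gene of that symbol is in the deposited values.

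The 514 genes that differed among the 3 conditions became 1293 with the likelihood ratio test, 1306 with DESeq2, 1521 without a filter, 1022 with a replicate block, 2826 at an adjusted p under 0.05, 1007 under 0.001 and 1632 under 0.001 with the likelihood ratio test. They became 1265 with the authors' p-values over the same genes, and 1242 and 1638 with the authors' FDR under 0.0001 and 0.001. The likelihood ratio test, DESeq2, the fit without a filter and the block each called all 514 of these genes, and library size alone called 371 of them. The stricter filter of 1 CPM, which tests fewer genes, gave 218, and it gave 1019 for 20 d against Cont and 677 for 20 d against 10 d. For 10 d against Cont, 1135 genes became 1997 with library size alone, 2426 with limma and 92 at an adjusted p under 0.0001. For 20 d against Cont, 2844 became 609 at that threshold, and for 20 d against 10 d, 1334 became 601 with limma and 89 at that threshold. Thresholds change these numbers by construction, and the cause was not tested for the other settings.

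The largest cluster went from 319 genes to 983 on the genes of the likelihood ratio test and to 1072 on those with the authors' FDR under 0.001, both of which are larger sets. The Ward tree had 11 in place of 6 libraries nearest to their own condition on log2 CPM by library size alone. The first component held 61.0% of the variance without scaling of the genes, 38.7% on the genes kept by the filter and 93.1% on TPM, in place of 23.5%. The marker filter gave 2 genes with TPM + 1 and 2 with TMM-normalized CPM, *Ifit3* and *Lyz2* in both, and 8 with a TPM over 5, which adds *Anxa1*, *Chi3l1*, *Clec4d* and *Lcp1*. The log2 fold change of mean *Il1b* at 20 d was −3.52 in TMM-normalized CPM in place of −4.04 in TPM. The share of falling genes with the larger fall in the second interval, 72.7%, was 48.6% with library size alone and 42.5% with log2(TPM + 0.1). Library size alone shifts every log2 change by −0.35 from Cont to 10 d and by −0.03 from 10 d to 20 d. These unequal shifts move the share by construction. For the other settings, the cause was not tested.

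Of 60 list tests, 38 passed, 10 with an estimated correlation. The adjusted p of lists that no longer passed then was, at 10 d, 0.0991 (neutrophil), 0.156 (monocyte), 0.0923 (B cell), 0.0553 (NK cell), 0.102 (interferon), 0.328 (inflammatory), 0.145 (glycolysis), 0.0815 (mitochondrial), 0.529 (ribosomal), 0.0553 (histone) and 0.209 (small structured RNA). At 20 d it was 0.0802 (neutrophil), 0.145 (monocyte), 0.0553 (NK cell), 0.0553 (hemoglobin), 0.112 (interferon), 0.0991 (inflammatory), 0.156 (immediate early), 0.0991 (glycolysis), 0.116 (mitochondrial), 0.368 (ribosomal) and 0.418 (small structured RNA). From 10 d to 20 d it was 0.102 (neutrophil), 0.285 (monocyte), 0.0966 (NK cell), 0.0991 (inflammatory), 0.0966 (immediate early) and 0.454 (ribosomal). With fry, which does not compare a list with other genes, lists that newly passed had an adjusted p, at 10 d, of 0.00535 (eosinophil and basophil), 0.0179 (heat shock) and 0.0179 (antioxidant), and from 10 d to 20 d of 0.0111 (eosinophil and basophil), 0.00134 (interferon), 0.00644 (heat shock), 0.000274 (glycolysis), 0.0252 (antioxidant) and 0.00245 (histone). Lists that no longer passed had 0.0577 (inflammatory, 10 d), 0.167 (ribosomal, 10 d), 0.0522 (small structured RNA, 20 d) and 0.349 (ribosomal, 10 d to 20 d). With library size alone, 55 of 60 were the same, and 0.116 (interferon), 0.206 (inflammatory), 0.150 (glycolysis) and 0.149 (ribosomal) at 10 d and 0.0644 (interferon) at 20 d no longer passed. With a replicate block, glycolysis from 10 d to 20 d passed at 0.0235. Upper quartile factors changed 0 of 60 calls.

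Leaving out 1 library at a time gave 248 (without Cont replicate 2) to 600 (without Cont replicate 1) genes among the 3 conditions, with 293 without Cont replicate 4 and 339 without 20 d replicate 2. For 10 d against Cont it gave 742 (without Cont replicate 2) to 1311 (without Cont replicate 1). The largest cluster held 202 (without Cont replicate 2) to 423 (without Cont replicate 1) genes, with 211 without Cont replicate 4. The first component held 22.5% to 25.2%. The marker filter gave 3 genes without Cont replicate 2 (*Il1b* lost) and without 10 d replicate 1 (ENSRNOG00000030021 lost), and up to 8 without Cont replicate 1 (adding *Csf3r*, *Lrg1*, *S100a9* and *Tyrobp*). It gave 7 without 10 d replicate 3 (adding *S100a8*, *S100a9* and *Tyrobp*), 6 without 10 d replicate 2 and 5 without Cont replicate 4. The share of genes with the larger second fall was 65.8% to 78.5%. For the glycolysis list, 10d vs Cont, the adjusted p was 0.0216 to 0.0757, and the list did not pass without Cont replicate 1, 2 or 3 or 10 d replicate 4. For the interferon response list, 20d vs Cont, it was 0.0120 to 0.0733, and the list did not pass without 20 d replicate 3. For the glycolysis list, 20d vs 10d, it was 0.0344 to 0.0996, and the list passed without 10 d replicate 3 or 4 or 20 d replicate 3 or 4. At 20 d, depth limits the folds of the 14 list members or named genes with 1 to 3 counts over the group.

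The blood of each rat was divided into aliquots for the storage conditions, and the paper calls the samples paired, but its text does not say which rat each replicate number of the RNA-Seq libraries is. After removal of the group means, the correlation across genes of libraries with the same number was above that with any other number in 11 of 12 pairs of libraries, all but Cont and 20 d replicate 4, and 8 of 12 libraries correlated best with their own number in both other groups, a hint from the data that the numbers mark rats. These correlations were low, 0.0167 to 0.214, and 5 of 12 were over 0.1. With 4 libraries per group, the same number would by chance be highest in a minority of pairs only. If the numbers mark rats, the block is the fit that follows the paired design, which the unpaired tests leave out. With the replicate block, 1567 genes differed between 10 d and Cont, 3214 between 20 d and Cont, and 1800 between 20 d and 10 d, and 110 of 112 changes of named genes were the same, with 2 newly past the threshold.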

Differences from the paper's values

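Among the 3 storage conditions, 514 genes differed at an adjusted p under 0.0001, and the paper's value is 1638 at the same stated threshold. Of the alternatives set before the data were examined, the likelihood ratio test with 1293, DESeq2 with 1306, no filter with 1521 and the authors' p-values over the genes kept with 1265 lie within 1.5 times the paper's value, and the other scalings, the stricter filter, the replicate block with 1022, limma, the adjusted p under 0.05 and each fit without 1 library do not. The authors' deposited FDR under 0.001, a setting added after the values were seen, gives 1638, and the likelihood ratio test at that threshold, added after the values were seen, gives 1632. The deposited FDR under the stated 0.0001, also added after the values were seen, gives 1242.

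The largest cluster, of genes that fall with storage, held 319 genes, and the paper's value for C4 is 1174. Of the alternatives set before the data were examined, clustering the genes of the likelihood ratio test, with 983, lies within 1.5 times, and the other linkages, the Z-scores of log10(CPM + 1) and each fit without 1 library do not. Clustering the genes with the authors' FDR under 0.001, added after the values were seen, gave 1072.

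Outside the largest cluster there were 195 genes, and the paper's value for C1, C2 and C3 together is 464. Of the alternatives set before the data were examined, the genes of the likelihood ratio test, with 310, lie within 1.5 times, and the others do not.

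The cluster that is lowest in Cont and highest in 20 d held 120 genes, and the paper's C2 holds about 370 in Fig. 3D, read by eye. Of the alternatives set before the data were examined, the genes of the likelihood ratio test, with 285, lie within 1.5 times, and the others do not. The genes with the authors' FDR under 0.001, added after the values were seen, gave 387.

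The cluster that is lowest in Cont and highest in 10 d held 15 genes, and the paper's C1 holds about 57 in Fig. 3D, read by eye. Of the alternatives set before the data were examined, Ward linkage, with 49, and the fit without 20 d replicate 2, with 79, lie within 1.5 times, and the others do not. Of these 79 genes, 76 form a cluster whose median Z-score in 20 d, 0.64, is close to that in 10 d, 0.77, so that this number is not that of a separate cluster of the kind of C1.

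The paper states that the fall of the 4 marker genes is faster from 10 to 20 days than from 0 to 10 days. The fitted log2 fall was larger in the second interval for *Lyz2* and ENSRNOG00000030021, with differences of −0.49 and −0.68, and larger in the first for *Ifit3* and *Il1b*, with 0.53 and 0.20, and the test of the difference passed for 0 of the 4 genes. Without 10 d replicate 1, the difference passed for *Lyz2* and ENSRNOG00000030021.

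The paper says of the tree in Fig. 3A that 20 d seemed to differ from Cont and 10 d. The paper does not state the unit of the tree. In a Ward tree of TPM divided into 3 clusters, 3 of the 4 libraries of 20 d formed their own cluster and 1 was placed with a Cont and a 10 d library. The 4 genes of the marker filter, their folds and the shares of the 2 components match those of Figs. 4A, 4D and 3B within 1.5 times.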

Other observations

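The tests on other splits of the libraries and of the 20 lists were chosen before the results were seen, and the single genes marked so were chosen after.

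Immediate early genes, which encode transcription factors of the first response to a stimulus, went both ways at 10 d and fell afterwards. At 10 d, 3 of 15 rose and 3 fell (4 and 4 when adjusted over the list alone, and 2 and 5 with library size alone), and the list did not pass (adjusted p = 0.993 from camera). *Jun*, chosen after its values were seen, rose by 1.56 on the log2 scale at 10 d (SE 0.29, n = 4 per condition, adjusted p = 0.00116 from edgeR's quasi-likelihood test) and fell by 3.94 from 10 d to 20 d (SE 0.36, adjusted p = 1.11e-06). *Klf6* fell by 1.34 at 10 d (SE 0.20, adjusted p = 0.000233) and fell by 3.42 at 20 d against Cont (SE 0.24, adjusted p = 1.86e-08). At 20 d, 11 of 15 were lower than in Cont (11 when adjusted over the list alone), with a median of −2.22 (adjusted p = 2.95e-05, and adjusted p = 0.156 with an estimated correlation). From 10 d to 20 d, 13 fell (13 when adjusted over the list alone), with a median of −1.86 (adjusted p = 3.22e-08, and adjusted p = 0.0966 with an estimated correlation). Of 17 genes of inflammatory cytokines, 1 rose and 3 fell at 10 d (1 and 3 when adjusted over the list alone, and 1 and 7 with library size alone; median −0.59, adjusted p = 0.00482, and adjusted p = 0.328 with an estimated correlation). The gene that rose was *Tnfaip3*, which encodes an inhibitor of NF-kB signaling and was chosen after its values were seen, with 2.15 (SE 0.49, adjusted p = 0.00593). From 10 d to 20 d, 10 of 17 fell (16 when adjusted over the list alone; median −2.05, adjusted p = 2.33e-07, and adjusted p = 0.0991 with an estimated correlation).

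With TMM, several pathway lists split into members that rose and members that fell. In the interferon response, 3 of 26 rose and 10 fell at 20 d against Cont (3 and 14 when adjusted over the list alone; median −0.54, adjusted p = 0.0220, and adjusted p = 0.112 with an estimated correlation), and 2 rose and 6 fell at 10 d (3 and 9 when adjusted over the list alone; median −0.37, adjusted p = 0.0181, and adjusted p = 0.102 with an estimated correlation), while with library size alone 1 rose and 17 fell at 20 d and 2 rose and 13 fell at 10 d. *Rsad2* and its neighbor *Cmpk2* on chromosome 6 rose at 20 d, by 1.03 and 0.62 on the log2 scale, the latter call being lost with library size alone, while *Gbp2*, chosen after its values were seen, fell by 4.10 (SE 0.49, adjusted p = 6.35e-06). Of 21 antioxidant genes, 9 rose and 8 fell at 20 d (9 and 8 when adjusted over the list alone), while with library size alone 3 rose and 8 fell, and the list did not pass (adjusted p = 0.627). *Gpx1*, *Gpx4* and *Glrx5* were among those that rose, and *Gsr*, which encodes glutathione reductase and was chosen after its values were seen, fell by 2.09 (SE 0.28, adjusted p = 1.89e-05). Of 19 genes of glycolysis, 2 rose and 12 fell at 20 d (3 and 12 when adjusted over the list alone; median −1.04, adjusted p = 0.0144, and adjusted p = 0.0991 with an estimated correlation), and 2 rose and 4 fell at 10 d (2 and 7 when adjusted over the list alone; median −0.64, adjusted p = 0.0406, and adjusted p = 0.145 with an estimated correlation), while with library size alone 0 rose at either time and 12 fell at 20 d and 9 at 10 d. *Bpgm*, which encodes the red cell enzyme that makes 2,3-bisphosphoglycerate, rose by 0.57 at 20 d (SE 0.08, adjusted p = 1.78e-05), a call that library size alone did not give, and *Pkm* fell by 2.96 (SE 0.34, adjusted p = 3.25e-06). Of 34 proteasome genes, 8 rose and 6 fell at 20 d (8 and 6 when adjusted over the list alone), and the list did not pass (median 0.08, which turned to −0.30 with library size alone, where 0 rose and 8 fell, adjusted p = 0.350). *Psmb9*, a subunit of the immunoproteasome of leukocytes, fell by 3.66 (SE 0.38, adjusted p = 1.19e-06), and *Psmd4* rose by 0.54 (SE 0.08, adjusted p = 8.06e-05), a call that library size alone did not give.

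Small structured RNAs also split. At 10 d, 21 of 50 rose and 0 fell (24 and 0 when adjusted over the list alone; median 0.43, and with library size alone 1 rose and 1 fell with a median of 0.08, adjusted p = 1.16e-06, and adjusted p = 0.209 with an estimated correlation). At 20 d, 25 rose and 12 fell (26 and 13 when adjusted over the list alone; median 0.57, and with library size alone 19 rose and 13 fell with a median of 0.20, adjusted p = 0.00215, and adjusted p = 0.418 with an estimated correlation). Copies of the 7SL RNA such as *Metazoa_SRP_19* rose, by 0.80 on the log2 scale at 20 d (SE 0.10, adjusted p = 1.35e-05), and the nucleolar *U3_22* fell by 2.56 (SE 0.28, adjusted p = 1.94e-06), and reads of both may be shared with other copies. Of 28 histone genes, 2 rose at 10 d (2 when adjusted over the list alone; median 0.34, which turned to −0.02 with library size alone, where 0 rose and 3 fell, adjusted p = 0.00735, and adjusted p = 0.0553 with an estimated correlation), and 4 rose and 3 fell at 20 d (3 and 3 when adjusted over the list alone, and 0 and 5 with library size alone; adjusted p = 0.279). Of 16 genes of heat shock and unfolded protein, 2 rose at 10 d (2 when adjusted over the list alone, while with library size alone 1 rose and 3 fell; adjusted p = 0.110) and 2 rose and 2 fell at 20 d (2 and 0 when adjusted over the list alone, and 0 and 7 with library size alone; adjusted p = 0.755). From 10 d to 20 d, 5 of 84 ribosomal protein genes rose (0 when adjusted over the list alone; median 0.14, adjusted p = 2.25e-05, and adjusted p = 0.454 with an estimated correlation).

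Since 10 d and 20 d were compared with the same Cont libraries, their changes against Cont share the error of Cont. Of the genes called in both comparisons, 493 were higher in both, 458 lower in both and 23 opposite, where independent lists of these sizes would share 84.7 and 100.2. In counts simulated without change, 0 and 0 genes were shared, with a correlation across genes of 0.48 and a covariance of 0.0614, against 0.68 and 0.492 observed, and genes are not independent replicates. With separate pairs of Cont libraries for each comparison, 217 to 335 genes were higher in both and 162 to 483 lower in both, with a covariance of 0.357 to 0.487.

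In 100 splits of the 12 libraries into groups of the same sizes, 1 split, the real one, called as many as the 514 genes, and the highest other called 21. For 10 d against Cont, 1 of 35 splits called as many as the real 1135, and the highest other called 0. For 20 d against Cont, 1 of 35 splits called as many as 2844, and the highest other called 1, and for 20 d against 10 d, 1 of 35 splits called as many as 1334, and the highest other called 18. No other split came near the real one, which argues against chance in the grouping of the libraries. The splits cannot separate storage from the day of purification.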
